# The battle of the sexes starts in the oviduct: modulation of oviductal transcriptome by X and Y-bearing spermatozoa

**DOI:** 10.1186/1471-2164-15-293

**Published:** 2014-05-21

**Authors:** Carmen Almiñana, Ignacio Caballero, Paul Roy Heath, Saeedeh Maleki-Dizaji, Inmaculada Parrilla, Cristina Cuello, Maria Antonia Gil, Jose Luis Vazquez, Juan Maria Vazquez, Jordi Roca, Emilio Arsenio Martinez, William Vincent Holt, Alireza Fazeli

**Keywords:** X and Y-chromosome bearing spermatozoa, Oviduct, Transcriptome, Sex selection

## Abstract

**Background:**

Sex allocation of offspring in mammals is usually considered as a matter of chance, being dependent on whether an X- or a Y-chromosome-bearing spermatozoon reaches the oocyte first. Here we investigated the alternative possibility, namely that the oviducts can recognise X- and Y- spermatozoa, and may thus be able to bias the offspring sex ratio.

**Results:**

By introducing X- or Y-sperm populations into the two separate oviducts of single female pigs using bilateral laparoscopic insemination we found that the spermatozoa did indeed elicit sex-specific transcriptomic responses. Microarray analysis revealed that 501 were consistently altered (P-value < 0.05) in the oviduct in the presence of Y-chromosome-bearing spermatozoa compared to the presence of X-chromosome-bearing spermatozoa. From these 501 transcripts, 271 transcripts (54.1%) were down-regulated and 230 transcripts (45.9%) were up-regulated when the Y- chromosome-bearing spermatozoa was present in the oviduct. Our data showed that local immune responses specific to each sperm type were elicited within the oviduct. In addition, either type of spermatozoa elicits sex-specific signal transduction signalling by oviductal cells.

**Conclusions:**

Our data suggest that the oviduct functions as a biological sensor that screens the spermatozoon, and then responds by modifying the oviductal environment. We hypothesize that there might exist a gender biasing mechanism controlled by the female.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/1471-2164-15-293) contains supplementary material, which is available to authorized users.

## Background

For many years gender allocation of offspring in mammals, including humans, has been regarded as a matter of chance, depending on whether an X- or a Y- chromosome-bearing spermatozoon reaches the oocyte first. Since an equal number of X- and Y- spermatozoa are produced during spermatogenesis [1], and fertilization is a random event, it stands to reason that in each generation equal numbers of males and females should be born. Evidence from the field and laboratory challenges this classic dogma and suggests that some kind of adaptive control of offspring gender may exist in mammals [2, 3]. Evidence for this ability exists in many invertebrates and some avian species are able to adjust their progeny sex ratio predictably in response to environmental conditions [4]. Numerous factors such as population density, resource availability (famine), season, mother’s age, levels of hormones, time of insemination and stress are known to influence the sex ratio in mammals [5–8]. However, the biological mechanism(s) through which mammals can bias the offspring ratio is still unknown.

Several hypothetical mechanisms have been proposed to explain sex ratio skewing in mammals. On the male side, any shift from the expected 1:1 sex ratio among offspring has been related to intrinsic differences in sperm motility, viability and fertilization ability of the two gametes types [9]. On the female side, the condition of the reproductive tract and the penetrability of the oocyte’s zona pellucida, which varies according to the timing of insemination relative to ovulation, have been suggested to influence differentially the ability of X- or Y-spermatozoa to fertilize oocytes [10]. Once fertilization has occurred, the milieu of the oviduct, and subsequently the environment of the uterus, may affect the developmental rates of XX-embryos and XY-embryos [11, 12].

Given that the female investment in the offspring is considerably larger than that of the male, it is more probable that a mechanism to bias the offspring sex ratio is operated by the mother [13]. Furthermore, it is more likely that such a hypothetical mechanism would operate in the oviduct immediately before, or at the time of, fertilization because it is less costly to females than other suggested mechanisms acting later during pregnancy [2, 11]. The mammalian oviduct is the venue for important reproductive events such as sperm and oocyte transport, sperm binding and release, fertilization and early-embryonic development [14]. In addition, the oviduct is implicated in the selection of spermatozoa, being capable of distinguishing between good and poor sperm quality [15].

Here, we address the question of whether the female may distinguish between the presence of X and Y-spermatozoa in the oviduct before fertilization occurs. We tested this possibility by examining whether the presence of the X- and Y-spermatozoa elicit different transcriptomic responses within the oviduct. To test our hypothesis we used an *in vivo* pig model that directly compared the oviduct containing Y-spermatozoa to the contralateral oviduct from the same animal, but containing X-spermatozoa (Figure 1). The advantages of this model were: 1) that minimize the confounding factors known to bias the sex ratio [2] since both oviducts analyzed were from the same animal and therefore were under the same nutritional, health and hormonal environment, and 2) that avoid the possibility that oocytes could mask the oviductal responses towards X- and Y-spermatozoa, because only sows showing multiple pre-ovulatory follicles were selected for this study. It has previously been reported that, like spermatozoa, oocytes elicit distinct proteomic alterations [16].

**Figure 1:**
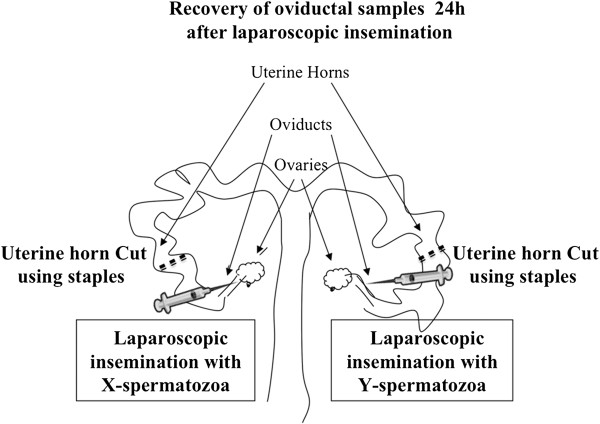
**Schematic representation of the experimental design.** Sows were subjected to laparoscopic surgery. To prevent X- and Y-spermatozoa migration between oviducts, both uterine horns were cut using titanium staples. Then, one oviduct was inseminated with X-spermatozoa and the contralateral oviduct was inseminated with Y-spermatozoa (3 × 10^5^ spermatozoa/100 μl) from the same animal. Twenty-four hours following laparoscopic insemination, oviductal tissues containing X- and Y-sperm samples were collected from each side of the reproductive tract in all animals.

Our study add a complete new layer of competition to the mating game, since up to date most studies of offspring sex ratio are based on epidemiological studies, showing a traditional maternal dominance or lately a male influence in specific species. We open up a new perspective in “the battle of the sexes”, suggesting that this battle starts in the oviduct and providing the first molecular evidence of a sex-specific sperm recognition system in the oviduct.

## Results and discussion

Our work showed that the presence of X- and Y-spermatozoa did indeed elicit different transcriptomic responses within the oviduct (Figure 2A). 

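Oviducts from 4 sows were compared, each sow with X-bearing spermatozoa in one oviduct and Y-bearing spermatozoa in the other. Every oviduct received 300000 spermatozoa in 100 µl, and its scraped cells were taken after 24 h. RNA of each oviduct was put on 1 Affymetrix Porcine array without pooling, which gave 4 X-spermatozoa arrays and 4 Y-spermatozoa arrays. The values deposited by the authors are linear signals of Microarray Suite 5.1 for 24123 probe sets, scaled so that the trimmed mean of each array is 100.0. The methods describe RMA values, which cannot be rebuilt from these signals. Here the signals were quantile normalized between arrays, values under 1 were set to 1, and log2 values of the 23999 probe sets that are not AFFX controls were compared with limma (Y-spermatozoa minus X-spermatozoa, two-sided). Adjusted p-values are Benjamini-Hochberg values over these probe sets. The study gives its threshold as a p-value of 0.05, and its methods name Benjamini-Hochberg correction. Whether its listed p-values are adjusted is not stated. Here a p under 0.05 was applied without adjustment as the unadjusted threshold. Group means and SDs are given for the deposited signals and differences for the normalized log2 values. The median signal of an array was 38.7 to 41.2. The 95th percentile of 81 probe sets with no pig target, a background level chosen after the values were seen, was 8.5 to 12.3, and 23.0% to 26.7% of the probe sets lay below it. In 4 of 4 sows this level was lower with Y-spermatozoa (by 0.23 on the log2 scale) and so was the median signal (39.4 against 40.3), each with p = 0.0857 in an exact two-sided permutation test. The number of arrays limits the precision.

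The arrays grouped by sow. Each of the 8 arrays correlated most with the other array of its own sow, with a mean r of 0.957 within sows and of 0.949 both between sows of one group and between sows of different groups. These correlations are across genes, and genes are not independent replicates. Clustering of all probe sets put 4 of the 8 arrays on the side of their own sperm type, which is the lowest number possible. ACTB, the beta-actin used as a qPCR reference, had signals of 1215 ± 141 (SD, n = 4) with X-spermatozoa and 1278 ± 148 (SD, n = 4) with Y-spermatozoa. Its log2 difference was 0.02 (standard error 0.13), and 0.11 with arrays centred on their median and 0.07 under the deposited scaling. Another probe set of ACTB had a log2 difference of -0.03 (standard error 0.15), which turned positive at 0.04 and 0.00 under these scalings. Neither passed the test. The other reference gene, UBB, encodes ubiquitin and had signals of 6327 ± 571 (SD, n = 4) and 7454 ± 281 (SD, n = 4). The log2 difference of UBB was 0.00 after quantile normalization, 0.24 under the deposited scaling and 0.27 with arrays centred on their median, of which only the last passed an unadjusted p of 0.05 in limma. The 0.00 cannot show that UBB is unchanged. Quantile normalization gave this bright probe set the same log2 value on X2, Y2 and Y4 (12.73) and on Y1 and Y3 (12.76).

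**Figure D1:**
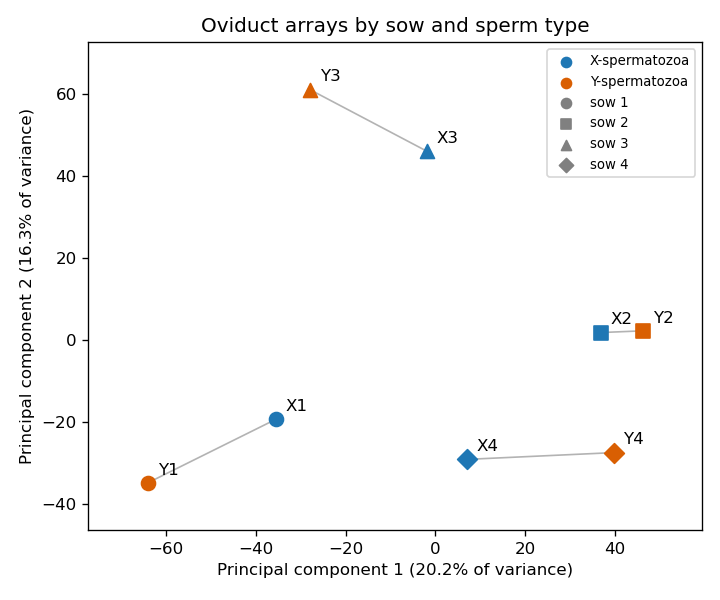
Principal components of the 8 arrays from the normalized log2 values, with component 1 (20.2% of the variance) on the horizontal axis and component 2 (16.3%) on the vertical axis. Points are arrays, colours give the sperm type, shapes give the sow, and lines join the 2 arrays of a sow.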

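PIGP, which acts in the synthesis of glycosylphosphatidylinositol anchors, was higher with Y-spermatozoa in all 4 sows, at a signal of 31.5 ± 6.25 (SD, n = 4) against 19.5 ± 2.05 (SD, n = 4) with X-spermatozoa. Its log2 difference was 0.74 (standard error 0.16, limma p = 0.00213, and p = 0.0286 in an exact permutation test). PIGP was picked by its p on these arrays, so the permutation test is not independent evidence. SORBS2, an adaptor of the actin cytoskeleton, was lower in all 4 sows, at 64.6 ± 5.30 (SD, n = 4) against 95.4 ± 9.99 (SD, n = 4), a log2 difference of -0.54 (standard error 0.12). The splicing factor SRSF10 fell from 133 ± 14.8 to 91.6 ± 6.60 (SD), the chromatin protein HMGB1 from 15.8 ± 1.05 to 10.9 ± 0.762 (SD) and the potassium channel gene KCNA6 from 15.4 ± 3.17 to 6.48 ± 2.02 (SD), each in 4 of 4 sows, with limma p-values of 0.00300, 0.00215 and 0.00148. KCNA6 lay below background on 4 arrays. STAT4, a transcription factor activated by interleukin 12, METAP1, a methionine aminopeptidase, the protamine gene PRM1, the cytokine gene IL17B, the relaxin gene RLN2, the cholesterol carrier NPC2 and the tryptophan enzyme KYNU were higher in all 4 sows. The carbonic anhydrase CA9, FAM198B, the transcription factor TEAD1 and the aspartoacylase ASPA were lower in all 4 sows. Both group means of these 11 genes were below the mean background of 10.3, so no fold is given for them. Other probe sets of PIGP, SORBS2, SRSF10, METAP1, IL17B, KYNU, CA9, FAM198B and TEAD1 went the other way, none past the threshold. With the hybridisation controls of each array as a covariate, the log2 differences were 0.46 (standard error 0.27) for PIGP, -0.42 (standard error 0.22) for SORBS2 and -0.45 (standard error 0.23) for SRSF10, and none of these passed the unadjusted threshold, while HMGB1 and KCNA6 did (0.0422 and 0.00492).

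In limma, 855 of the 23999 probe sets (3.56%) passed an unadjusted p under 0.05. With the sow as a block, which follows the pairing, 1222 passed, close to the 1200 that chance alone gives at this threshold. Of the 855, 389 were higher and 466 lower with Y-spermatozoa, and 290 and 378 of them went the same way in all 4 sows. Among all probe sets, 1546 were higher and 1611 lower in all 4 sows, where chance gives 12.5% for both directions together. None passed an adjusted p of 0.05 in limma. A plain test with the pooled variance of each probe set, without limma's moderation, called 870 at the unadjusted threshold and 2 after Benjamini-Hochberg adjustment. For limma with the sow as a random block these numbers were 1459 and 1. The adjusted call of the random block, and 1 of the 2 before it, is a bacterial reporter probe set, RPTR-Ssc-J01636-3_at, which had an adjusted p of 0.110 in limma without a block, at signals of 0.3 to 2.2. The other of the 2 has no gene symbol. The smallest adjusted p of pig probe sets was 0.352 in limma, shared by 7 probe sets, CA9 among them. The only 1 of the 7 above background is this probe set without a symbol, which also passed adjustment with a floor at background. Its signal was 20.2 ± 0.310 (SD, n = 4) with X-spermatozoa and 12.2 ± 0.780 (SD, n = 4) with Y-spermatozoa, a log2 difference of -0.66. It was lower in 4 of 4 sows.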

Around 2% of transcripts (501 out of 24123 probes from Affymetrix Porcine Chip) were consistently altered (P-value < 0.05) in the oviduct in the presence of Y-chromosome-bearing spermatozoa compared to the presence of X-chromosome-bearing spermatozoa (Figure 2B). 

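Among probe sets with a mean signal above the median of the array, a selection made after the values were seen, several named genes were higher with Y-spermatozoa in all 4 sows. MLF2 rose from 48.5 ± 7.83 to 66.6 ± 3.69 (SD), a log2 difference of 0.49 (standard error 0.14). TRAFD1, which restrains innate immune signalling, rose from 82.8 ± 7.66 to 117 ± 19.3 (SD), also by 0.49 (standard error 0.15). The phospholipase C gene PLCD3 had a log2 difference of 0.46, SPAG7 of 0.40, CDCA7L of 0.54 and FTSJ3, which acts in ribosome assembly, of 0.35. Lower in all 4 sows were NGDN, from 114 ± 5.47 to 86.2 ± 4.03 (SD), and RBPJ, the transcription factor of Notch signalling, from 86.3 ± 7.55 to 64.9 ± 5.52 (SD). The log2 differences were -0.39 (standard error 0.09) for NGDN and -0.40 (standard error 0.11) for RBPJ. Another probe set of NGDN went the other way, at 0.30, without passing. RHBDF2, which controls the release of tumour necrosis factor, had a log2 difference of -0.48 and IRF2BP1 of -0.57. All of these genes passed an unadjusted p under 0.05 and none passed after adjustment in limma. For each, every array of one group lay above every array of the other (exact permutation test, two-sided, p = 0.0286, the smallest that 4 arrays against 4 allow). The genes were picked on these same arrays, so this separation is not independent evidence. With the hybridisation controls as a covariate, the unadjusted limma p stayed under 0.05 for MLF2 (0.0397) and NGDN (0.0394), at log2 differences of 0.65 (standard error 0.26) and -0.45 (standard error 0.18). The others kept their direction, at 0.369 to 1.21 times the size, with larger standard errors. With 1 sow left out and the sow as a block, TRAFD1, FTSJ3 and RHBDF2 each lost the unadjusted threshold in 3 of 4 fits. IRF2BP1 lost it in 1, and the other genes named here kept it.

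The 466 lower probe sets make up 54.5% of the 855 (Wilson interval 51.2% to 57.8%, with probe sets treated as independent). The share depended on the scaling: it was 70.0% under the deposited scaling, with 271 higher and 631 lower. With only the brighter probe sets tested, 108 were higher and 203 lower (65.3% lower). The median log2 difference of all probe sets was 0.00 after quantile normalization, 0.02 with arrays centred on their median and -0.01 under the deposited scaling. Of the 855, 329 had a log2 difference above 1 in size, and 0 of these 329 were among the brighter probe sets.

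**Figure D2:**
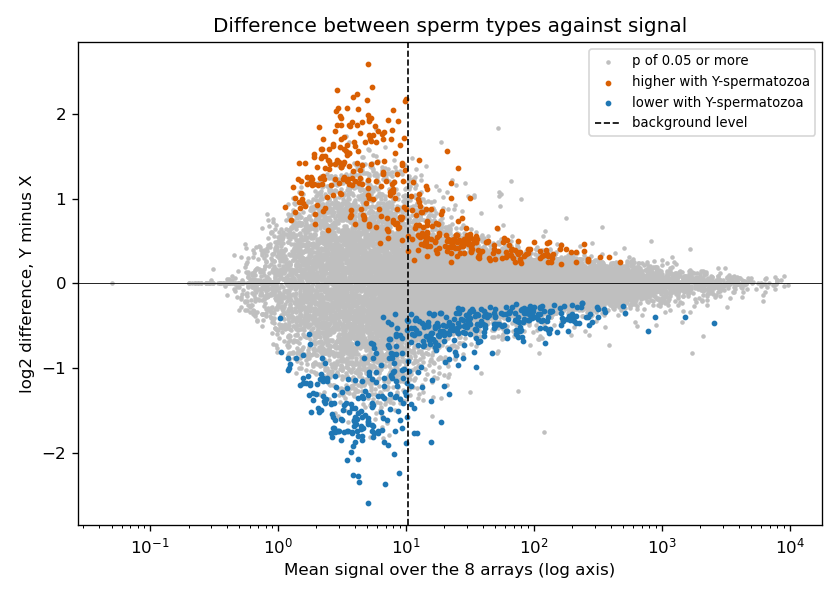
Log2 difference between Y-spermatozoa and X-spermatozoa (vertical axis) against the mean signal of each probe set (horizontal axis, log scale). The 389 higher and 466 lower probe sets with an unadjusted limma p under 0.05 are coloured, the other probe sets are grey, and the dashed line is the mean background level of 10.3.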

From these 501 transcripts, 271 transcripts (54.1%) were down-regulated and 230 transcripts (45.9%) were up-regulated when the Y- chromosome-bearing spermatozoa was present in the oviduct. 

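Additional file 1 names transcripts that lie low on these arrays. Of its 501 probe sets, all found among the deposited signals, 20 are AFFX controls and 481 are not (1 of these is a reporter). Of the 481, 229 (47.6%) had a mean signal below background, against 24.7% of all pig probe sets, and their median signal was 11.6 against 40.7. Of the 855 probe sets that passed the unadjusted threshold here, 46.0% were below background too. The 20 controls, of which 18 are spiked in at hybridisation, are all listed by the study as higher with Y-spermatozoa. The hybridisation controls had mean log2 signals of 9.73 ± 0.07 (SD, n = 4) on X-spermatozoa arrays and 9.94 ± 0.10 (SD, n = 4) on Y-spermatozoa arrays (exact permutation test, two-sided, p = 0.0571, higher in 3 of 4 sows). Under the deposited scaling their log2 difference was 0.29 instead of 0.21 (exact permutation test, p = 0.0286, higher in 4 of 4 sows). These permutations ignore the pairing by sow. In an exact test that flips the sign of the difference within each sow, neither difference had p under 0.05. With 4 sows that test cannot reach this level, so it cannot decide whether the controls differ.

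Of the 481 pig probe sets, 429 (89.2%) had a log2 difference of the same sign here as in the paper's list. The share was 93.3% of those above background and 84.7% of those below it. Both sets of values come from the same arrays, so this is not an independent test. The correlation with the paper's log2 values was 0.685 across probe sets, which are not independent replicates. An unadjusted p under 0.05 in limma was reached by 107 (22.2%) of them. Among the 144 brighter ones, the median ratio of the paper's log2 value to the one here was 0.904 (quartiles 0.697 and 1.26), so both are on a log2 scale. The largest log2 value of the paper's list is 0.511 in size, a 1.43-fold difference.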

A complete list of the transcripts altered in the oviduct inseminated with Y- chromosome bearing spermatozoa compared to X -chromosome bearing spermatozoa is presented in the Additional file 1.

**Figure 2:**
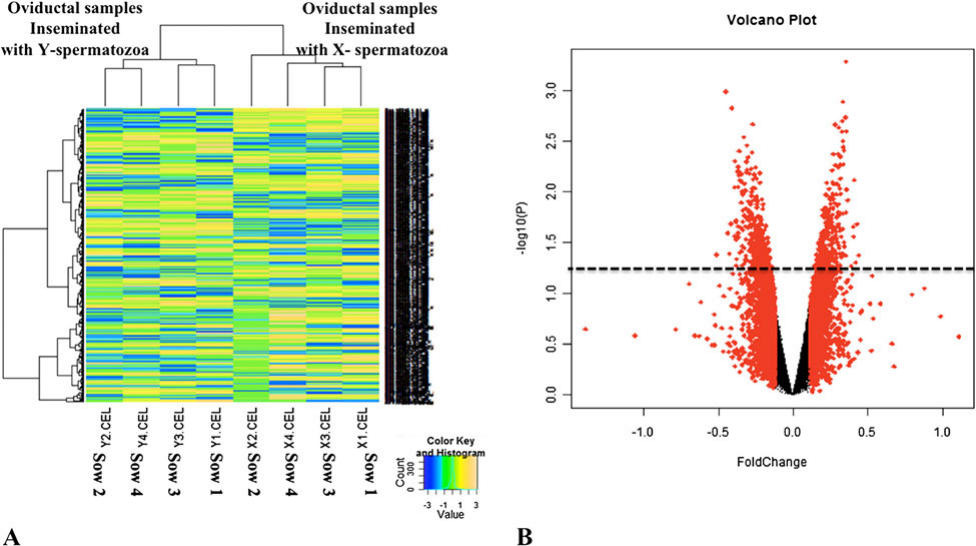
**The presence of Y-spermatozoa elicited different transcriptome response within the oviduct when compared to X-spermatozoa. A**: Cluster heat map analysis of the transcriptional profiles obtained from oviductal samples inseminated with X-spermatozoa and Y-spermatozoa. Each row represents a different gene, and each column displays gene expressions at different samples (X1-X4 for oviductal samples inseminated with X-spermatozoa; Y1-Y2 for oviductal samples inseminated with Y-spermatozoa). Data values displayed as yellow and blue represent elevated and reduced expression, respectively. **B**: A Volcano plot depicting significant changes in gene expression between oviductal samples inseminated with Y-spermatozoa and X-spermatozoa. Each of the 23,124-oligonucleotide probes is represented by a dot in the graph. The x-axis represents the fold change and the y-axis represents the statistical significance (-log10 of p-value). Transcripts showing significant differences in gene expression (501 probes, p < 0.05) are above the broken line.

To obtain a biologically meaningful overview of the altered transcripts in the presence of Y-chromosome-bearing spermatozoa compared to X-chromosome-bearing spermatozoa, genes differently expressed were organized into different categories and subcategories according to KEGG database hierarchy. 

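TGFB1, a growth factor that also curbs immune responses, was higher with Y-spermatozoa in 4 of 4 sows, at a signal of 42.4 ± 9.37 (SD, n = 4) against 29.9 ± 4.40 (SD, n = 4), a log2 difference of 0.53 (standard error 0.18). The phosphatase subunit PPP2R5C was lower in 4 of 4 sows, at 24.5 ± 4.76 (SD, n = 4) against 43.5 ± 5.90 (SD, n = 4), a log2 difference of -0.81 (standard error 0.18). LTBP1, which holds latent TGF-beta in the matrix, had a log2 difference of -0.54 and PRKAA1, a subunit of the energy sensor AMPK, of -0.82 (lower in 3 of 4 sows). CLDN10, a tight junction claudin listed under the immune system, fell from 998 ± 186 to 768 ± 77.9 (SD), a log2 difference of -0.40. The cell cycle gene CDC27 had a log2 difference of -0.28, while the adipokine gene ADIPOQ and the collagen gene COL11A1 were lower with Y-spermatozoa at a group mean below background. The kinase gene PRKCA was higher with Y-spermatozoa, with 5 arrays and the mean of the X-spermatozoa arrays below background, and the adenylate cyclase gene ADCY9 was below background on all 8 arrays. No fold is given for these 4 genes. ABCB11 and SLC23A1, the other digestive system genes with the smallest p, did not pass the test (limma p-values of 0.0574 and 0.0946). These names are those of human matches in Additional file 1, and other probe sets of PPP2R5C, PRKAA1 and PRKCA went the other way without passing.

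Signal transduction holds 31 genes in 44 pathway entries, of which 4 were higher and 6 lower at an unadjusted p under 0.05 in limma. The immune system holds 18 genes in 33 entries (4 higher and 2 lower), the digestive system 14 genes in 31 entries (2 higher and 1 lower) and the endocrine system 17 genes in 26 entries (2 higher and 4 lower). Adjusted over the list alone, 2, 1, 1 and 1 genes passed, which is not independent evidence because the study chose these genes on the same arrays. None passed when adjusted over all probe sets. Few genes hold many entries: over all categories PRKCA holds 27 and ADCY9 18. Under the fit with the sow as a block, SMAD5 (higher) and HIF1A (lower) of signal transduction gained the unadjusted threshold (limma p-values of 0.0169 and 0.0175). SMAD5 was below the mean background of 10.3 in both groups and HIF1A with Y-spermatozoa. CD55 of the immune system gained it too (0.0443), at 429 ± 140 with X-spermatozoa and 291 ± 32.7 (SD) with Y-spermatozoa, lower in 3 of 4 sows. The limma p of CDC27 was 0.0288, and 0.0536 with the sow as a block. Leaving out 1 array raised it to 0.0633 to 0.0726 (without X1, X4 or Y1). The same step raised the p of TGFB1 to 0.0515 to 0.0575 (X1, X3, X4, Y3 or Y4), of CLDN10 to 0.0673 to 0.0981 (X1, X3, X4, Y1 or Y2) and of PRKAA1 to 0.0598 to 0.0931 (X1, X3, X4, Y1, Y2 or Y3). In the 4 fits with 1 sow left out and the sow as a block, CDC27 lost the unadjusted threshold in 4. TGFB1, PRKAA1 and COL11A1 each lost it in 3, and CLDN10 and PRKCA in 2. ADCY9, PPP2R5C, LTBP1 and ADIPOQ kept it in each of these fits. With the hybridisation controls as a covariate, the log2 differences were 0.39 (standard error 0.34) for TGFB1, -0.57 (0.32) for PPP2R5C, -0.58 (0.32) for LTBP1, -0.10 (0.50) for PRKAA1, -0.28 (0.30) for CLDN10 and -0.14 (0.18) for CDC27. None of these passed, nor did ADIPOQ and COL11A1, while PRKCA and ADCY9 did.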

The functional categories with higher number of genes were: signal transduction, immune system, digestive system and endocrine system. The pathways in which these altered transcripts were involved with are presented in Table 1. 

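In signal transduction, the serine kinase gene MAP3K11 joined TGFB1, PRKCA and ADCY9 among the higher genes. It was at 19.2 ± 5.29 (SD) with Y-spermatozoa and 10.1 ± 4.40 (SD) with X-spermatozoa, the latter below the mean background of 10.3. The kinase gene ULK2, which starts autophagy, fell from 219 ± 44.0 to 162 ± 19.0 (SD), and FBXW11, a ubiquitin ligase subunit, fell from 33.3 ± 2.76 to 23.2 ± 5.11 (SD). The adaptor gene CRK, listed in both categories, fell from 213 ± 30.9 to 164 ± 25.8 (SD). These 4 genes were chosen after their values were seen. Each had the same direction in 4 of 4 sows, with log2 differences of -0.42 for ULK2, -0.50 for FBXW11 and -0.38 for CRK. The limma p-values were 0.0369 for MAP3K11, 0.0471 for ULK2, 0.0326 for FBXW11 and 0.0491 for CRK. With the sow as a block, CRK and MAP3K11 no longer passed (p-values of 0.0531 and 0.0507). Leaving out 1 array took p up to 0.119 for CRK and 0.12 for ULK2 (without X1, X3, X4, Y1, Y2 or Y3), 0.0774 for FBXW11 (X1, X3, X4 or Y2) and 0.0887 for MAP3K11 (Y2, Y3 or Y4). Only MAP3K11 passed with the hybridisation controls as a covariate, where the log2 differences were -0.37 (standard error 0.33) for ULK2, -0.44 (0.36) for FBXW11 and -0.05 (0.26) for CRK.

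Counted once per gene, 13 of the 31 signal transduction genes (41.9%) and 9 of the 18 immune system genes (50.0%) had a positive log2 difference with Y-spermatozoa. The paper's own values in Additional file 1 are positive for 19 (61.3%) and 12 (66.7%) of these genes. The mean log2 difference of the signal transduction genes was 0.10 and their median -0.11. Of these genes, 13 in signal transduction and 11 in the immune system had mean signals below background. The set test camera gave p-values of 0.551 and 0.497.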

Interestingly, a higher number of genes involved in signal transduction and immune system were up-regulated (60-70%) in the presence of Y-chromosome bearing spermatozoa when compared to X- chromosome-bearing spermatozoa. 

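Of the 16 genes of folding, sorting and degradation, 12 had a negative log2 difference with Y-spermatozoa, 6 of them at an unadjusted p under 0.05 in limma. The other 4 had a positive one, and none of these passed. EDEM3, which trims misfolded glycoproteins, fell from 243 ± 34.5 to 186 ± 19.9 (SD). The ubiquitin-conjugating enzyme genes UBE2K and UBE2U fell from 109 ± 16.4 to 83.0 ± 7.78 (SD) and from 13.1 ± 3.02 to 5.78 ± 2.14 (SD), the last below background with Y-spermatozoa. CDC27 and FBXW11 are also among the 6. The genes named here were singled out after their values were seen. Of EDEM3, UBE2K and UBE2U, only UBE2U passed whichever array was left out. The p of EDEM3 went up to 0.0705 (without X3, X4, Y1 or Y2) and of UBE2K to 0.0866 (X1, X2, X4, Y1, Y2 or Y3). UBE2U also passed with the hybridisation controls as a covariate, while EDEM3, at a log2 difference of -0.42 (standard error 0.26) after -0.39 (0.14), and UBE2K, at -0.33 (0.27) after -0.37 (0.15), did not. None of the 6 passed when adjusted over the list alone, at 7 genes of the category below background. The set test camera gave p = 4.57e-05 for the category, and p = 0.0208 with an estimated correlation. Both are unadjusted and are the smallest among the study's categories that were tested. The genes were chosen by the study on these arrays, so this is not independent evidence.

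The nervous system (10 genes) had 2 genes higher (PRKCA and ADCY9) and 2 lower (PPP2R5C and CRK) past the unadjusted threshold. Cell growth and death (15 genes) had 3 higher and 3 lower, cell communication (16 genes) 2 higher and 4 lower, signalling molecules and interaction (18 genes) 2 higher and 3 lower, and transport and catabolism (16 genes) 1 higher and 3 lower. Adjusted over the list alone, 2, 3, 2, 0 and 0 genes of these categories passed. WEE1, a brake on mitosis, and IBSP, a bone matrix protein, passed the unadjusted threshold with both group means below background.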

Other interesting subcategories with high numbers of transcripts involved were: nervous system, cell growth and death, cell communication, signalling molecules and interaction, folding, sorting and degradation and transport and catabolism. The results of all data pathways classification are available in Additional file 2.

**Table 1:** **Pathways and altered genes involved in signal transduction, immune system, digestive system and endocrine system**

KEGG category	KEGG subcategory	KEGG pathways	Transcripts
*Environmental Information Processing*	Signal Transduction	Wnt signaling pathway	PPP2R5C, FBXW11, SMAD4, WNT5B, PRKCA
		MAPK signaling pathway	TGFB1, FGF12, CACNA1B, CRK, FGFR1, PRKCA, MAP4K3, MAP3K11
		TGF-beta signaling pathway	TGFB1, SMAD5, LTBP1, SMAD4, BMP4
		mTOR signaling pathway	ULK2, PRKAA1, HIF1A
		Calcium signaling pathway	PDE1A, CACNA1B, GNAL, HTR2A, ERBB4, ADCY9, PHKA1, PDE1B, PRKCA, NOS2A
		ErbB signaling pathway	CRK, ERBB4, CDKN1B, PRKCA
		Phosphatidylinositol signaling system	DGKI, PRKCA, INPP4B
		Jak-STAT signaling pathway	LEPR, LIF
		Hedgehog signaling pathway	FBXW11, WNT5B, BMP4
		VEGF signaling pathway	PRKCA
*Organismal Systems*	Immune System	Intestinal immune network for IgA production	TGFB1
		Chemokine signaling pathway	CCL8, CRK, ADCY9, VAV2
		Hematopoietic cell lineage	CD55
		Complement and coagulation cascades	CD55, TFPI, C5AR1
		Fc gamma R-mediated phagocytosis	CRK, PPAP2A, PRKCA, VAV2
		Leukocyte transendothelial migration	CTNNA3, CLDN10, MMP9, PRKCA, VAV2
		Natural killer cell mediated cytotoxicity	FCER1G, PRKCA, VAV2
		Fc epsilon RI signaling pathway	FCER1G, BTK, PRKCA, VAV2
		Toll-like receptor signaling pathway	MYD88, IRF7
		B cell receptor signaling pathway	BTK, VAV2
		RIG-I-like receptor signaling pathway	ATG5, IRF7
		Cytosolic DNA-sensing pathway	IRF7
		T cell receptor signaling pathway	VAV2
	Digestive System	Vitamin digestion and absorption	SLC23A1
		Mineral absorption	CYBRD1, ATP1B2, ATP1A2, ATP7A
		Fat digestion and absorption	PPAP2A
		Salivary secretion	ATP1B2, ATP1A2, ADCY9, PRKCA
		Gastric acid secretion	ATP1B2, ATP1A2, SSTR2, ADCY9, PRKCA
		Pancreatic secretion	ATP1B2, ATP1A2, ADCY9, CLCA1, PRKCA
		Bile secretion	ATP1B2, ATP1A2, ABCB11, ADCY9, ABCB1
		Carbohydrate digestion and absorption	ATP1B2, ATP1A2, SLC2A2
		Protein digestion and absorption	ATP1B2, ATP1A2, COL11A1
	*Endocrine System*	Progesterone-mediated oocyte maturation	CDC27, SPDYA, ADCY9, CCNA1
		Insulin signaling pathway	CRK, PCK2, PRKAA1, PHKA1, IRS4, FLOT2
		Adipocytokine signaling pathway	ACSBG1, PCK2, LEPR, ADIPOQ, PRKAA1, IRS4
		PPAR signaling pathway	ACSBG1, PCK2, ADIPOQ, FABP7, PLTP
		GnRH signaling pathway	ADCY9, PRKCA
		Melanogenesis	ADCY9, WNT5B, PRKCA

Our data provide the first evidence to show how spermatozoa carrying the Y- or X-chromosome can modulate the oviductal response by activating specific signalling pathways in a gender specific manner. These data imply that the female reproductive tract recognizes the presence of X- or Y-chromosome-bearing spermatozoa in the oviduct before fertilization occurs. 

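Genes of TGF-beta and BMP signalling included 3 that were higher with Y-spermatozoa at an unadjusted p under 0.05. ACVR1B, an activin receptor, was higher in 4 of 4 sows, at 434 ± 50.0 (SD, n = 4) against 347 ± 9.23 (SD, n = 4), a log2 difference of 0.31 (standard error 0.12). INHA, the inhibin alpha subunit, rose from 7.38 ± 3.19 to 17.9 ± 3.72 (SD), with 4 arrays below background, and TGFB1 was the third. LTBP1, which Table 1 places in TGF-beta signalling, went the other way and also passed the unadjusted threshold in limma. It was lower in 4 of 4 sows, at a log2 difference of -0.54 (standard error 0.17, and p = 0.0571 in an exact two-sided permutation test). This probe set of LTBP1 is not among those of the gene list counted below. HMOX1, which breaks down haem, was the antioxidant enzyme that passed, at 30.1 ± 7.14 (SD, n = 4) against 12.3 ± 8.69 (SD, n = 4), a log2 difference of 1.56 (standard error 0.46). It lay below background on 2 arrays and had p = 0.0571 in an exact permutation test. Of the cell cycle genes, CDKN1B, an inhibitor of cyclin-dependent kinases, fell from 403 ± 43.5 to 321 ± 16.4 (SD), a log2 difference of -0.33 (standard error 0.11), and MCM5, a subunit of the replicative helicase, rose from 11.6 ± 4.33 to 17.6 ± 2.55 (SD), with 2 arrays below background. The limma p-values were 0.0292 for ACVR1B, 0.00433 for INHA, 0.00959 for HMOX1, 0.0193 for CDKN1B and 0.0364 for MCM5. With 1 sow left out and the sow as a block, CDKN1B, ACVR1B and MCM5 each lost the unadjusted threshold in 3 of 4 fits. HMOX1 lost it in 2 and INHA in 0. Leaving out 1 array took p to 0.0558 to 0.0722 for ACVR1B (without X1, X2, X4, Y1 or Y3) and to 0.0645 to 0.0843 for MCM5 (X2, X3, Y2, Y3 or Y4). HMOX1 also passed with the hybridisation controls as a covariate, while ACVR1B, at a log2 difference of 0.10 (standard error 0.19), CDKN1B, at -0.13 (0.19), INHA and MCM5 did not. With the sow as a block, HSPB11 (-0.38), the BMP receptor gene ACVR1 (-0.29) and NDUFS3 of respiratory complex I (-0.31) were lower in 4 of 4 sows and MCM2 (0.35) was higher in 4 of 4, with limma p-values of 0.0217, 0.0273, 0.0487 and 0.0300.

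These lists were fixed before the data were examined. Of 24 measured genes of TGF-beta and BMP signalling, 13 were higher and 11 lower in direction, of 12 Wnt genes 3 and 9, of 26 cell cycle genes 19 and 7, of 32 immediate early and stress genes 17 and 14, and of 33 antioxidant enzymes 16 and 17. The heat shock proteins and chaperones had 24 higher and 14 lower of 38, and the genes of oxidative phosphorylation 20 and 20 of 40. The 51 ribosomal protein genes had a mean log2 difference of 0.00 after quantile normalization, which became 0.13 with arrays centred on their median and 0.10 under the deposited scaling, where camera gave adjusted p-values of 9.90e-04 and 0.00108, and 0.967 and 0.970 with an estimated correlation. None of the Wnt, immediate early, heat shock, ribosomal protein or oxidative phosphorylation genes passed an unadjusted p under 0.05 in limma without a block. Adjusted over the list alone, 0 genes of these 8 lists passed. The set test camera gave adjusted p-values of 0.794 to 0.974 for these lists. The sign of the mean or median differed from that of the test for heat shock proteins, antioxidant enzymes, ribosomal proteins and oxidative phosphorylation.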

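Of 18 smooth muscle genes, 16 had a negative log2 difference with Y-spermatozoa. The mean of all 18 was -0.27, and per sow the mean was -0.30, -0.20, -1.16 and 0.60. None of the 18 passed alone. The set test camera gave an adjusted p of 0.0833 for the list, 0.0309 with the sow as a block, and 0.979 with an estimated correlation of 0.76 between its genes. With the preset correlation and the block, 1 list passed. Every other grouping of the arrays that parts the arrays of each sow passed 2 to 6 lists there. The smooth muscle list also passed at 0.0397 with arrays centred on their median, and at 0.0397 with a trend in eBayes. It did so at 0.0269 with a pseudocount of 16, 0.00760 with only the brighter probe sets, and 0.00774 with the mean of the probe sets of a gene. The adjusted p fell to 6.56e-08 without sow 4, 1.05e-04 without X1, 0.00126 without X4, 9.10e-04 without Y2 and 0.00351 without Y4, and rose to 0.574 to 0.851 without X2, X3, Y1 or Y3 and to 0.968 without sow 3. With the hybridisation controls as a covariate it was 0.950 and the mean turned to 0.12. With an estimated correlation, the adjusted p was 0.890 to 0.999 in each of these fits where the list passed, apart from the mean of probe sets, where it was not run. Of the cell types of the oviduct lining, 15 genes of secretory cells had a mean log2 difference of -0.03 (7 higher, 8 lower), 10 genes of ciliated cells of 0.11 (8 higher, 2 lower) and 18 genes of epithelial cell structure of 0.04 (11 higher, 7 lower). The 26 genes of steroid hormone response had 14 higher and 12 lower, and the 26 genes of fibroblasts and matrix 13 of each (adjusted p 0.0320 in camera without sow 4, and 0.962 there with an estimated correlation). With the probe set that stands for each gene in these 5 lists, none passed an unadjusted p under 0.05 in limma. The probe set of CLDN10 that passed under the immune system is not among those used here. Of 22 endothelial genes (12 higher, 10 lower), FLT1, a receptor of vascular endothelial growth factor, passed at 9.85 ± 3.12 against 6.15 ± 1.41 (SD), both below the mean background. Of 5 erythrocyte genes (2 higher, 3 lower), HBM, a globin, passed at 41.0 ± 9.40 against 22.3 ± 10.2 (SD), a log2 difference of 1.01 (standard error 0.34, limma p = 0.0192, and p = 0.0857 in an exact permutation test). It did not pass in limma without X4 (0.0524) or without Y2 (0.0526). Its log2 difference with the hybridisation controls as a covariate was 0.71 (standard error 0.62), and neither it nor FLT1, CRISP2 or LDHC passed. With the sow as a block ALAS2, which starts haem synthesis in erythroid cells, also passed (0.0115).

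Of 19 measured transcripts of sperm and spermatids, 10 had mean signals below background. Of the 19, the protamine gene PRM1, the sperm protein gene CRISP2 and the testis lactate dehydrogenase LDHC were higher with Y-spermatozoa and the germ cell helicase DDX4 lower at an unadjusted p under 0.05, all below background on all 8 arrays. In direction, 7 were higher and 12 lower. Adjusted over the list alone 2 of them passed, and 0 did in each of the other lists here. The Y-linked genes SRY and EIF1AY, the only 2 measured of 14 listed, were below background on 7 and 8 arrays and too few for a set test. CRISP2 and FLT1, with limma p-values of 0.0315 and 0.0245, did not pass with the sow as a block (0.0662 and 0.0778). Without 1 array, p went up to 0.0830 for CRISP2 (without X1, X2, X4, Y1, Y2 or Y4), 0.0963 for LDHC (X1, X2, X4, Y1, Y3 or Y4) and 0.0650 for FLT1 (X1, X3, Y1 or Y3). Apart from smooth muscle, camera gave adjusted p-values of 0.794 to 0.974 for these lists. The sign of the mean or median differed from that of the test for steroid hormone response, fibroblasts and matrix, and erythrocytes. In all, 26 lists were tested and none passed, either with the preset or with an estimated correlation. The smallest adjusted p in fry was 0.986 for a shift in one direction. For changes in either direction it was 0.0835, for sperm and spermatid transcripts. The paper takes its data to imply that the female tract recognises which of them is present before fertilization, and on this basis it proposes a recognition system.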

On this basis, we hypothesize that a sex-specific sperm recognition system exists in the female reproductive tract. Furthermore, we propose that this sperm recognition system can modulate the gender selection of the offspring. Our hypothesis challenges two long-held assumptions: 1) on the female side, that the reproductive tract is a passive participant in sperm selection [17] and 2) on the male side, that there are no differences in morphology, metabolic activity or functional abilities of X and Y sperm that could be used by the female tract to recognize the two types of sperm [18].

Recent research has tended to suggest that the female tract is an active participant in the sperm selection process [15, 19]. Furthermore, the oviduct is emerging as a chief protagonist in the sperm selection process, facilitating/or inhibiting sperm transport and allowing only selected sperm to reach the oocyte. This poses the question of whether spermatozoa are pilots or merely passengers in the sperm journey to the oocyte. It is estimated that from the approximately 30 billions of spermatozoa deposited into the female reproductive tract after insemination, only around 1000–5000 spermatozoa enter the oviduct in the pig and bind to the oviductal cell surface [20]. Once in the oviduct the spermatozoa are subjected to several further selection processes before being able to interact with oocytes. This oviductal selection process seems to be based on the intrinsic integrity and information content of the sperm DNA or/and based on more subtle properties that reflect the individual spermatozoon [15]. Thus, we speculate that the oviduct could also differentiate between X and Y-spermatozoa.

Researchers have for many years investigated the differences in size, shape, motility or differentially expressed proteins between X- and Y-spermatozoa [21–23] and no conclusive findings have emerged, aside from the very small 2.8-4% difference in genetic material (depending on species). This small difference in DNA content, due to the arm of the X chromosome that is not present on the Y, is tightly packaged in a semi-crystalline form inside the spermatozoon [24] and does not seem to be accessible for evaluation by external systems in the laboratory. Our new findings open the possibility that the oviductal recognition of X- and Y-spermatozoa may be intimately related to currently unknown differences in morphology or metabolism of X- versus Y-bearing sperm. Recently researchers have identified different topographic characteristics on the head of X- and Y-spermatozoa, viewed on a nanometric scale using atomic force microscopy [25]. Another study has pointed to differentially expressed proteins between bull X- and Y-spermatozoa involved in energy metabolism, stress resistance and cell defence [23]. Chen and colleagues [23] even suggested that there could be differences in the way that energy is produced and varied vulnerabilities to environmental changes between X- and Y-spermatozoa. It is known, for example that different metabolic rate is related to dissimilar production of ROS [26]. Thus, we speculate that the different sperm metabolism identified by Chen and colleagues [23] could lead to the release of distinct amount of ROS substances or diverse ROS metabolites to the oviduct by each type of spermatozoa. To investigate this we measured sperm motility between X and Y-sperm samples (89.94 ± 1.26% and 91.55 ± 0.78%, respectively), sperm viability (89.57 ± 1.3 and 90.57 ± 1.61 respectively) and intracellular ROS generation (124.74 ± 17.96 and 126.89 ± 19.54 FU/10^12^ live spermatozoa, respectively). As our analyses did not reveal any differences we conclude that the oviduct’s ability to differentiate between the two types of spermatozoa must be based on other mechanisms. Nevertheless, our data demonstrated that the specific oviductal response to each type of sperm was not as a result of a higher number of dead sperm in one type of sperm sample compared to the other or a higher percentage of sperm damage by the flow sorting method and therefore a higher production of ROS.

Immunological strategies to gender selection have also been proposed since the finding of a family of gene products encoded in, or controlled by, the Y chromosome that is only present on male’s cell surfaces [27]. This idea, that sex selection in mammals occurs through a specific immune response, is in line with our results. Bioinformatics analysis of our microarray data showed that genes involved in signal transduction and immune-related genes were the most representative of the altered genes in this study (Figure 3). Moreover, a higher number of genes involved in these pathways were up-regulated (60-70%) in the presence of Y spermatozoa when compared to X spermatozoa (Supplementary data). 

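Immune genes from lists fixed in advance showed few differences between the oviducts. Of 31 chemokines and inflammatory cytokines, the monocyte attractant CCL8 was higher with Y-spermatozoa at an unadjusted p under 0.05, and none was lower. None of 23 interferon-stimulated genes passed, with 15 higher and 8 lower in direction. Among them, IFI30, a lysosomal thiol reductase, was at 121 against 89.0 (exact permutation test, two-sided, p = 0.314) and the deubiquitinase USP18 at 297 against 245. GBP2 went the other way, at 38.4 with Y-spermatozoa against 44.7. Of 26 genes of antigen presentation, 18 were higher and 8 lower, none past the threshold, with the lysosomal protease gene CTSS at 435 against 366. Of 21 genes of Toll-like receptor and NF-kappaB signalling, 8 were higher and 13 lower, again none past it without a block. Of 31 genes of complement and antimicrobial secretions, the complement gene C2 was higher, at 16.0 ± 3.48 against 9.43 ± 4.56 (SD), and the antimicrobial peptide gene HAMP lower, at 4.90 ± 2.82 against 10.7 ± 2.67 (SD). Of 26 genes of macrophages and dendritic cells, 18 were higher and 7 lower, and the Fc receptor gene FCGR1A passed with all 8 arrays below background. Of 20 genes of T and NK cells (11 higher, 9 lower), 7 of B and plasma cells (2 and 5) and 15 of neutrophils and mast cells (8 and 7), none passed.

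Adjusted over the list alone, 0 genes passed in any of these 9 lists. The set test camera gave an adjusted p of 0.173 for macrophages and dendritic cells, where the mean log2 difference was 0.13, and of 0.794 to 0.974 for the other lists, whose means ran from -0.22 for B and plasma cells to 0.11. The adjusted p of macrophages and dendritic cells was 0.0374 without X1, 0.0336 without sow 1 (mean 0.22) and 0.00490 with the hybridisation controls as a covariate (mean 0.37). With an estimated correlation it was 0.932, 0.699 and 0.669 in these fits. Without sow 1 antigen presentation also passed (0.0254, and 0.699 with an estimated correlation). The mean and median differed in sign for Toll-like receptor and NF-kappaB signalling and for neutrophils and mast cells. C2, with a limma p-value of 0.0315, did not pass with the sow as a block (0.0878), nor without X2, X4, Y2 or Y4 (0.0748 to 0.0821), and HAMP lay below background on 7 arrays. C2 passed with the hybridisation controls as a covariate, and HAMP and FCGR1A did not. With the sow as a block LBP, which binds bacterial lipopolysaccharide, passed (limma p-value of 0.00712, 0.106 without the block), at 27.5 ± 13.6 against 15.4 ± 6.16 (SD) and higher in 4 of 4 sows. NCF4, with 3 arrays below background, and CCL3L1, CCL19 and CD27, with both means below it, passed there too.

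**Figure D3:**
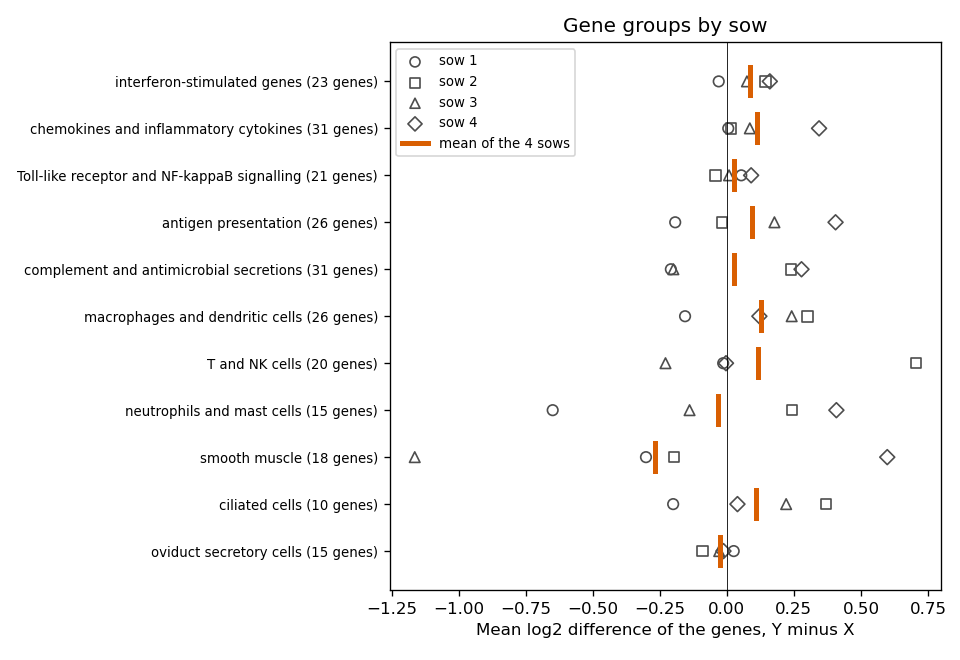
Mean log2 difference of each of 11 gene lists between the oviduct with Y-spermatozoa and that with X-spermatozoa of the same sow (horizontal axis), with lists on the vertical axis. Open symbols are the 4 sows and bars their mean. Smooth muscle genes range from -1.16 to 0.60.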

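In the immune system, VAV2 fills 7 of the 33 entries, PRKCA 4 and the interferon regulatory factor IRF7 3. The paper's list has VAV2 as higher, while here its signal was 3.38 ± 2.81 (SD, n = 4) with Y-spermatozoa and 2.90 ± 2.22 (SD, n = 4) with X-spermatozoa, both below background. PRKCA also fills 6 of the 44 entries of signal transduction. Counted by entry, 20 of 33 in the immune system (60.6%) and 23 of 44 in signal transduction (52.3%) had a positive log2 difference with Y-spermatozoa, and the paper's own values are positive for 25 and 29. BTK, a kinase of B cell signalling in 2 immune entries, was below background in both groups and did not pass the test, and the paper's value is 0.24. Of the genes among the brighter probe sets, 0 of 3 immune genes and 1 of 6 signal transduction genes had a positive difference. CDKN1B is not among the 6, because its first listed probe set is dim. Its brighter one was lower with Y-spermatozoa. No share was tested against another.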

Particularly interesting was the fact that the immune system seems to be involved in the recognition of X and Y spermatozoa within the oviduct. It is logical to assume that the immune system plays a key role in ensuring tolerance to spermatozoa in the maternal tract. 

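CCL8, a chemokine that draws monocytes, was higher with Y-spermatozoa in 4 of 4 sows. Its signal was 15.2 ± 3.19 (SD, n = 4) with X-spermatozoa and 21.3 ± 2.83 (SD, n = 4) with Y-spermatozoa, above background on all 8 arrays. The log2 difference was 0.57 (standard error 0.19, limma p = 0.0196, and p = 0.0571 in an exact two-sided permutation test), and its adjusted p in limma was 1.00. Without Y2 it did not pass the unadjusted threshold (0.0504). Nor did it pass in 3 of the 4 fits with 1 sow left out and the sow as a block. It passed with the hybridisation controls as a covariate, at a log2 difference of 0.91 (standard error 0.32). IRF7, a transcription factor of the interferon response, was measured by a pair of probe sets. The one in Additional file 1 lay below background on all 8 arrays, at 1.13 ± 0.854 (SD, n = 4) and 1.23 ± 0.287 (SD, n = 4), so no difference can be read from it. The other one, above background throughout, was at 41.7 ± 13.8 (SD, n = 4) with X-spermatozoa and 45.0 ± 5.34 (SD, n = 4) with Y-spermatozoa. Its log2 difference was 0.21 (standard error 0.28, p = 0.800 in the same permutation test), and it was higher in 2 of 4 sows. Without X1, at 21.7 the lowest array, the log2 difference was -0.07. The paper's own log2 values from Additional file 1 are 0.35 for CCL8 and 0.23 for IRF7.

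**Figure D4:**
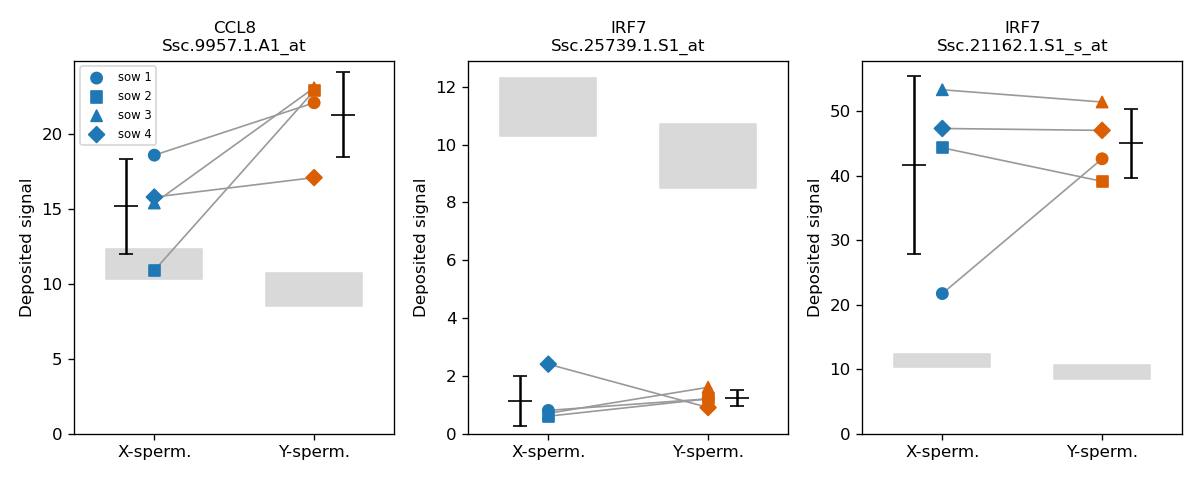
Signals of CCL8 and of the 2 probe sets of IRF7 on the X-spermatozoa and Y-spermatozoa arrays (vertical axis, deposited signal). Points are the 4 sows, lines join the arrays of a sow, bars give the mean and SD, and grey boxes give the range of the background level on the arrays of a group. CCL8 runs from 10.9 to 23.1.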

Under normal circumstances, when the maternal tract is exposed to pathogens or a non-self-entity, the immune system responds in an aggressive manner. However the spermatozoon, which is a non-pathogenic “foreign invader” to be destroyed (non-self-entity), is accepted in the maternal tract and is guided to the oocyte. We suggest that the immune system might act as a molecular screening process in the oviduct that allows only preferred X- or Y-spermatozoa to reach the oocyte. Interferon regulatory factor 7 (IRF7) and Chemokine (C-C motif) ligand 8 (CCL8), which are involved in the immune system as signalling molecules were further confirmed using qPCR (Figure 4). IRF7 is associated with specific families of pattern recognition receptors such as Toll-like receptors (TLRs), RIG-I-like receptors (RLRs) and Cytosolic DNA-sensing pathway [28]. All of these pathways are responsible for detecting microbial pathogens or foreign DNA from invading microbes or host cells and may also participate in the recognition between X and Y sperm. The current data further corroborated and confirmed our previous report showing a distinct response of oviduct to spermatozoa of unsorted ejaculates [16]. However, due to the limited sample size, the results presented here should be interpreted with caution. Our future experiments would be directed towards increasing the sample size of the study as well as establishing an *in vitro* based system for understanding the mechanism(s) mediating this process.

**Figure 3:**
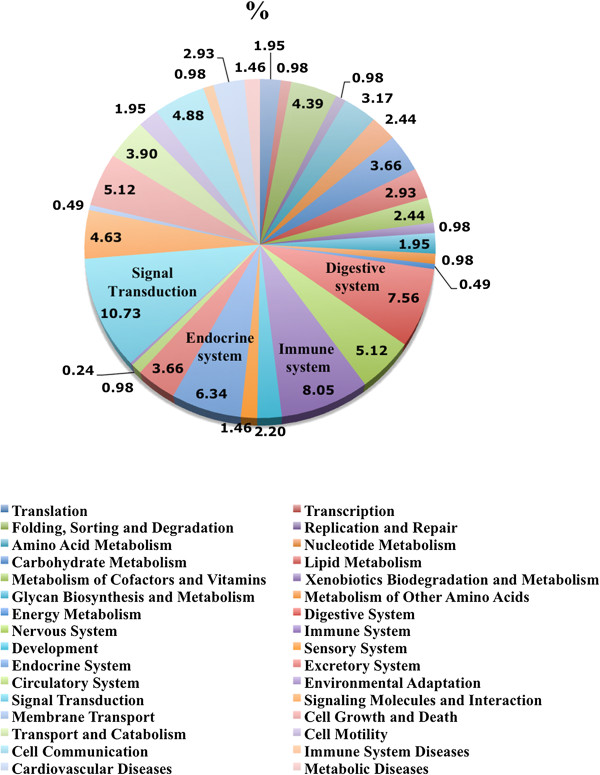
**Transcripts modulated by X-spermatozoa and Y-spermatozoa in the oviduct organized into functional categories.** Transcripts differentially expressed in oviductal samples inseminated with X-spermatozoa compared to Y-spermatozoa organized into functional categories on the basis KEGG PATHWAY database.

**Figure 4:**
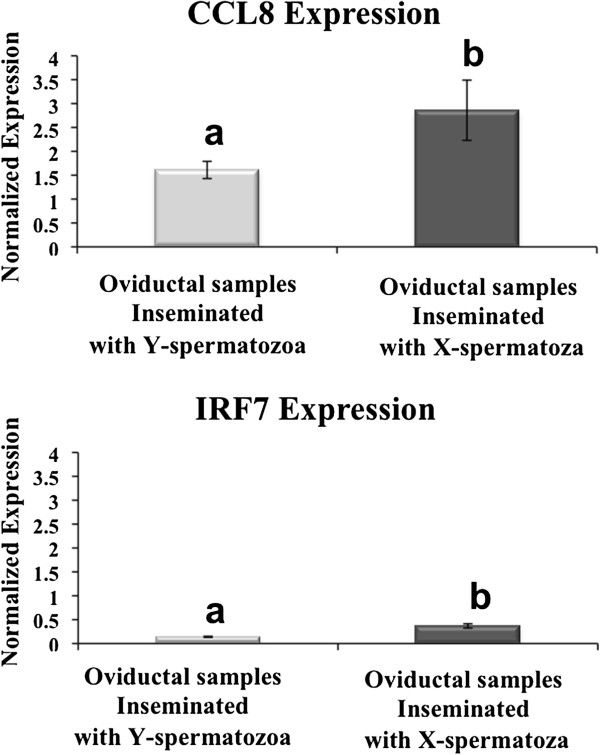
**Validation of the microarray results by qPCR analysis.** CCL8 (chemokine (C-C motif) ligand 8) and IRF7 (interferon regulatory factor 7) expression values (normalized based on ß–actin and Ubiquitin B expression values) in oviductal samples inseminated with X-spermatozoa compared to oviductal samples inseminated with Y-spermatozoa. The expression of both transcripts in the oviductal samples inseminated with Y-spermatozoa was significantly different from that of the oviductal samples inseminated with Y-spermatozoa (P < 0.05).

## Conclusions

The present investigation demonstrates for the first time, distinct alterations of oviductal gene expression in response to X and Y spermatozoa. These changes imply that the oviduct is able to distinguish between X and Y-spermatozoa and thereby fine-tune its physiology and gene expression in response. We propose that the oviduct functions as a biological sensor that screens the spermatozoa, allowing only a preferred cohort to proceed. Our findings point to the existence of a sex-specific-sperm recognition system in the oviduct that alerts the mother to the presence of the X or Y-spermatozoa, thereby expanding currently proposed hypotheses that influence sex ratio populations.

## Methods

### Experimental design

To determine the alterations in the oviduct transcriptome in response to X and Y sperm our unique experimental model together with Affymetrix microarray technology were used. Figure 1 provides a schematic overview of the experimental model employed. Four biological replicates were performed (n = 4 sows) and a total of 8 arrays were used for microarray study (4 arrays for oviduct samples containing Y- bearing spermatozoa and 4 arrays for oviduct samples containing X-bearing spermatozoa). To validate the microarrays results, two transcripts were selected (Chemokine (C-C motif) ligand 8 (CCL8) and Interferon regulatory factor 7 (IRF7)) and gene expression was analyzed by qPCR. For this experiment, 4 biological replicates (n = 4 sows) and 3 technical replicates were performed.

### Animals

Weaned crossbred sows from Landrace × Large White genetic line (from two to six parities) were selected for these experiments. All experiments were performed after obtaining approval from the Ethical Committee for Experimentation with Animals of the University of Murcia, Spain (385/2008).

### Detection of oestrus and ovarian status

Oestrus detection was carried out once a day, 2 days after weaning, by exposing females to a mature boar and applying manual back-pressure. Females that showed a standing estrous reflex were considered to be in heat and the ovaries were scanned by transrectal ultrasonography [29]. Only sows showing multiple pre-ovulatory follicles (diameter of antrum >6 mm) were selected for experiments. Inseminations were carried out within 2–3 h after the ultrasonography and oviduct samples collection took place 24 h later (approximately 12-24 h before ovulation took place in most of the sows).

### Semen collection and flow cytometric sorting

Sperm-rich fractions from three fertile mature boars, that had previously sired offspring, were collected by gloved-hand method and extended in Beltsville Thawing Solution (BTS) to 150 × 10^6^ spermatozoa/mL [30]. After collection, samples were evaluated for normality (motility >80%, membrane integrity > 85%, total sperm count per ejaculate > 20 × 10^9^; acrosomal abnormalities < 10%, abnormal sperm morphology < 15%) [31].

The extended semen was then processed for sperm sorting following the general procedure as previously described [32]. Briefly, 1 mL of extended semen was stained with Hoechst-33342 fluorophore (0.3 mM per 1 × 106 spermatozoa) and incubated for 1 h in darkness at 35°C. After incubation, samples were passed through a 30 mm nylon mesh filter to remove debris or clumped spermatozoa. Then, 1 μl/ml of food dye (1 mg/ml; Warner Jenkinson Company Inc., St. Louis, MO, USA FD&C 40 solution) was added to the sample to identify dead sperm and kept 15 minutes at room temperature in dark. The stained spermatozoa were separated using a high speed MoFlo SX flow cytometer/sperm sorter (Dako Colorado Inc., Fort Collins, Co, USA), equipped with a solid state laser (ultraviolet wavelength, 351-363 nm) at 175 mW (Spectra Physics 1330, Terra Bella Avenue, Mountain View, CA, USA). Spermatozoa were separated into X- and Y- chromosome bearing populations with 91% purity of Y-spermatozoa and 93% of X-spermatozoa. Both the X sperm and the Y sperm populations were recovered from the three boars. Consequently, in one side the three X-insemination doses were pooled and in the other side the three Y-insemination doses from the three boars were also pooled and both doses finally diluted in BTS to 3 × 10^5^ spermatozoa/100 μl before laparoscopic insemination.

### Sperm motility, viability and functionality of X- and Y-sperm samples

The motility of X- and Y-sperm samples was evaluated objectively using a computer-assisted analysis system (ISAS; Proiser R + D, Paterna, Spain). The sperm motility variable recorded was the overall percentage of motile spermatozoa (average path velocity (VAP) = 20 mm/s) [31].

The viability of the spermatozoa was evaluated by simultaneous cytometric assessment of the plasma and acrosomal membrane integrity by using a triple-fluorescence procedure as described by Martinez-Alborcia et al., [33]. Briefly, a 100 μl sperm sample (30 × 106 cells/ml in PBS) was transferred to culture tubes containing 2.5 μl H-42 (0.05 mg/ml in PBS), 2 μl propidium iodide (PI, 0.5 mg/ml in PBS, Molecular Probes Europe BV, Leiden, The Netherlands) and 2 μl fluorescein-conjugated peanut agglutinin (PNA-FITC, 200 μg/ml in PBS). The samples were mixed and incubated at 38°C in the dark for 10 min. Immediately before analysis by flow cytometry, 400 μl PBS was added to each X- and Y- sperm samples and mixed. The fluorescence spectra of PI and PNA-FITC was detected using a 670 nm long-pass (LP) filter and a 530/30 nm BP filter, respectively. The spermatozoa analyzed were categorized into four categories: (1) intact plasma and acrosomal membranes (PI-/PNA-FITC-); (2) intact plasma membrane and damaged acrosome (PI-/PNA-FITC+); (3) damaged plasma membrane and intact acrosome (PI+/PNA-FITC-); or (4) damaged plasma and acrosomal membranes (PI+/PNA+). The viable spermatozoa exhibited intact plasma and acrosomal membranes and this was expressed as a percentage of the total cells.

The functionality of the spermatozoa was assessed by the intracellular ROS production in X and Y-sperm samples. The intracellular production of ROS by each sperm sample was measured using 5-(and- 6) chloromethyl-20,70-dichlorodihydrofluorescein diacetate acetylester (CM-H2DCFDA), described by Martinez-Alborcia et al., [33].

CM-H2DCFDA is freely permeable across cell membranes and becomes incorporated into the hydrophobic regions of the cell. Upon entering the cell, the acetate moiety of CM-H2DCFDA is cleaved by cellular esterases to leave the impermeant and non-fluorescent molecule 20,70-dichlorodihydro- fluorescein (H2DCF). The H2DCF is oxidized by hydrogen peroxide (H2O2) into dichlorofluorescein (DCF), which fluoresces at 530 nm following excitation at 488 nm. For each X-and Y-sperm sample, two different 50 μl aliquots of mTBM-diluted spermatozoa were diluted in 950 μl PBS containing (1) 1.25 μl H-42 (0.05 mg/ml in PBS), 1 μl PI (1 mg/ml in PBS), 1 μl H2DCFDA (1 mM in DMSO) and 1 μl tert-butylhydrogen peroxide (1 mM in purified water) to induce oxidative stress (first aliquot; used to measure induced ROS formation) or (2) 1.25 μl H-42, 1 μl PI and 1 μl H2DCFDA (second aliquot; used to measure basal ROS formation). The samples were incubated at 38ªC in the dark for 10 min before flow cytometry. The mean fluorescence intensity of DCF (induced minus basal) was expressed as fluorescence units (FU) per 1012 live spermatozoa.

### Intraoviductal laparoscopic insemination

Intraoviductal laparoscopic inseminations were carried out within 2–3 h of the ultrasonography. Sows were sedated by azaperone administration (2 mg/kg body weight, i.m.), anaesthetized with sodium thiopenthal (7 mg/kg body weight, i.v.) and maintained under anesthesia with isofluorane (3.5–5%). Intraoviductal laparoscopic inseminations were carried as described by Almiñana et al., [34]. Briefly, each sow was placed in the supine position and a pneumoperitoneum was established. The abdominal cavity was insufflated with CO2 to 14 mmHg. Two accessory ports were placed in the right and left part of the hemi abdomen, which provided access for laparoscopic Duval forceps for manipulating the uterine horn and grasping the oviduct for the insemination, respectively. To prevent X and Y sperm migration between oviducts, both uterine horns were cut using titanium staples (EndoGIA Universal 60/4.8; Tyco heathcare, Mansfield, MA). To perform the insemination, the oviduct was grasped with the Duval forceps in the isthmus region and the sperm dose containing Y sorted spermatozoa (3 × 105 spermatozoa/100 μl.) was flushed into one oviduct (above of the ampullar region in direction to isthmus). The procedure was then repeated in the contralateral oviduct but injecting the X sperm dose containing the X-chromosome bearing sperm (Figure 1). After both oviducts were inseminated, the trocars were removed and minor suture was required. Following surgery, sows were returned to their accustomed environment.

### Sample collection and RNA preparation

Twenty-four hours following laparoscopic insemination, oviduct tissues containing X and Y sperm populations were collected from each side of the reproductive tract in each animal. Sows were sedated as previously described. To avoid the presence of oocytes that could mask the oviduct response to X and Y sperm, only oviduct samples from sows showing no signs of ovulation were collected. In addition, oviducts were flushed with Phosphate Buffered Saline medium (PBS, 30 ml) and the absence of oocytes was verified by careful examination of oviduct flushings under a stereomicroscope. In cases where it was unsure whether the sow had ovulated oviduct samples were discarded.

Oviducts were opened longitudinally and epithelial cells were isolated by scraping the mucosal epithelial layer with a glass slide. Scraped cells from the uterine horn samples were transferred immediately to Tri Reagent (Sigma, Sigma-Aldrich Co, Madrid, Spain), homogenised, snap-frozen in liquid nitrogen and stored at -80°C until further processing.

Total RNA was isolated using a standard procedure involving phenol:chloroform extraction followed by ethanol precipitation. The quantity (NanoDrop 1000 spectrophotometer) and the quality (Agilent 2100 Bioanalyser; Agilent Technologies) of the RNA samples were analysed. Only samples with satisfactory quality as indicated by the absence of degradation of the ribosomal RNA were used for microarrays and quantitative Real-Time Reverse Transcriptase-Polymerase Chain Reaction (qPCR).

### Microarrays hybridization

Affymetrix Porcine Genome gene expression arrays (Affymetrix, Santa Clara, CA) were used in this study. Total RNA samples were prepared according to the Affymetrix Technical Manual (http://www.affymetrix.com). Briefly, 200 ng of total RNA was converted into cDNA using an oligo(dT) which also carries the binding site for T7 RNA polymerase. Superscript II (Affymetrix) was used to carry out this reaction. After first strand synthesis, residual RNA was degraded by addition of RNaseH and a double-stranded cDNA molecule was generated using DNA Polymerase I and DNA ligase. This double stranded molecule was used as a substrate for the T7 RNA polymerase to produce multiple copies of the cRNA using the Affymetrix IVT labelling system. The cRNA molecules produced incorporated biotin labelled ribonucleotides, which acted as a target for the subsequent detection of hybridization, using fluorescently labelled streptavidin. 13 μg of cRNA molecules were heat fragmented and injected to the Porcine GeneChips in a hybridization solution according to the Affymetrix protocol. Hybridization took place overnight in a rotating hybridization oven at 60 rpm, 45°C for 16 hours. The GeneChip arrays were washed using the Affymetrix Fluidics Station. After washing, the GeneChip arrays were scanned using Affymetrix GC3000 scanner. The resultant images were analysed using the Microarray Suite software version 5.1 (Affymetrix). At the detection level each probe set was designated as present, absent or marginal. Only present transcripts were considered expressed. Microarray experiments were carried out according to MIAME guidelines and the complete experimental data can be obtained online from the NCBI Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo/) submission number GSE47139.

### Microarray data and bioinformatics analysis

Microarrays analysis was performed using Taverna workflow management system (http://www.taverna.org.uk.) [35, 36]. Microarrays data were normalized using Robust Multichip Average (RMA) method [37]. Differentially expressed genes between oviduct inseminated with X spermatozoa and Y spermatozoa were detected through t-tests that were applied to normally distributed data using the Limma R/Bioconductor packages [38] with Benjamini-Hochberg false discovery rate and multiple testing correction to control for Type I errors [39]. From the list of differentially expressed genes, the genes that pass the specified threshold for p-value = 0.05 were selected. Using Affymetrix Porcine Annotation in combination with the improved annotation provided by Tsai et al., [40] for these porcine arrays, differentially expressed transcripts from our microarray data were annotated. To obtain a biologically meaningful overview of the altered transcripts in the presence of Y-chromosome-bearing spermatozoa compared to X-chromosome-bearing spermatozoa, genes differently expressed were organized into different categories and subcategories according to KEGG database hierarchy.

#### Quantitative real-time reverse transcriptase polymerase chain reaction

Gene expression profiles derived from microarray analyses were confirmed using quantitative real-time reverse transcriptase polymerase chain reaction (qPCR). The primers used for qPCR are listed in Table 2. Amplified PCR products were sequenced with forward and reverse primers to verify the resulting product.

**Table 2:** **Primers used for qPCR analysis**

Gene symbol	Affymetrix porcine probe	Primer	Sequence	Product size (pb)
CCL8	*SSc.9957.1.A1_at*	Forward	5′ GCGAGATGGCATTTCTCTCT 3′	119
		Reverse	5′ CACACTTCGGCTTACAAGAGG3′	
IRF7	*SSc.2573.9.1_S1_at*	Forward	5′ GCTGGATGAAGCCAGAACA 3′	97
		Reverse	5′ GGCCCAGGCCTTAAAGAT 3′	
Ubiquitin B	Reference gene	Forward	5′ GTCTGAGGGGTGGCTGCTAA 3′	85
		Reverse	5′ TGGGGCAAATGGCTAGAGTG 3′	
β-actin	Reference gene	Forward	5′ CCTCCCTGGAGAAGAGCTA 3′	131
		Reverse	5′ CTTCATGATGGAGTTGAAGGT 3′	

Total RNA from the oviduct samples (inseminated with Y sperm or inseminated with X sperm) was treated three times with DNase I (DNA-free kit; Ambion.) to remove genomic DNA contamination from samples. First-strand cDNA synthesis was performed using High Capacity cDNA Reverse Transcription Kit (Appied Biosystems). Negative controls were prepared without inclusion of the enzyme (non-reverse transcription controls, RT controls). Reverse transcriptase PCR (RT-PCR) was performed according manufacturer instructions. To evaluate the size of the PCR products 10 μl of each sample was resolved on a 1.2% agarose gel and electrophoresis was performed with 1× TAE buffer and a voltage of 110 V for 40–50 min. The bands were visualized by using an ultraviolet transillumination, and digital images were obtained.

SYBR Green Jump Start (Sigma) master mix (containing 10 μl SYBR Green, 7 μl H2O, 1 μl of forward and reverse primers and 1 μl cDNA) was added to each well of PCR plate and amplification was performed under the following conditions: 40 cycles of 95° for 30 s, 55° for 1 min and 72° for 1 min. Samples without template and RT controls (without the addition of enzyme) for each primer set were included to identify contamination. Triplicate measurements for each group of samples were carried out. Quantitative PCR was performed using Mx3005P QPCR (Stratagene, Waldbronn, Germany). The quantification data were analyzed using MxPro QPCR software version 4.01. Quantitative PCR data were analyzed using the comparative CT method [41]. The results were expressed as mean ± SEM arbitrary gene expression values, normalized on the basis of the two reference expression (ß-actin and Ubiquitin B). Statistical analysis was performed using paired *T*-test to evaluate the significance of difference between expression values of oviduct inseminated with Y sperm versus oviduct inseminated with X sperm (in SPSS, version 14.0 (SPSS Inc., Chicago, IL)). The threshold for significance was set at p < 0.05.

### Availability of additional files

The data set supporting the results of this article is available in the additional files and also is available online from the NCBI Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo/) submission number GSE47139.

## Electronic supplementary material

Additional file 1: **List of candidate transcripts differentially expressed in the oviduct in the presence of Y-bearing spermatozoa compared to X-bearing spermatozoa (P-value < 0.05).**

Additional file 2: **Transcripts modulated by X and Y-chromosome bearing spermatozoa organized into functional categories according to KEGG database.**

How the deposited data were processed for this re-analysis (not part of the article)

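Gene expression was measured in scraped oviduct cells of 4 sows, 24 h after X-bearing spermatozoa were placed in one oviduct and Y-bearing spermatozoa in the other. The 8 arrays (4 with X-spermatozoa, 4 with Y-spermatozoa) were grouped by the labels and numbered by sow, and no array was left out. The values deposited by the authors are linear intensities, 1 signal per probe set, made with Microarray Suite 5.1 and scaled by them to one trimmed mean per array. The paper's methods describe RMA normalization, limma t-tests and Benjamini-Hochberg correction. The probe-level values needed for RMA were not used here, and neither were detection calls, on which the paper bases which transcripts count as expressed. Quantile normalization was therefore applied to the linear signals, as the plan made before the data were examined sets out for linear values.

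After normalization, signals under 1 were set to 1 and log2 was taken. The test was limma (version 3.58.1 in R 4.3.3) with lmFit and eBayes, on the group means without pairing, for 23999 probe sets; the 124 AFFX control probe sets were left out and 64 reporter probe sets kept. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9. The paper states that both oviducts of each sow were inseminated. Which arrays share a sow was taken from the numbers in the labels and in Fig. 2A, so these numbers pair the arrays. Deviations from the group means correlated by 0.13 to 0.19 within the 4 sows. The fit with the sow as a block was run as an alternative. Gene symbols come from the platform annotation table, in which 10110 probe sets have 1 symbol, 157 have several and 13856 have none. Of 10297 annotated probe sets, 9989 matched by gene the pig gene table of assembly Sscrofa11.1, which was used for synonyms alone. Genes of the study's categories were named as in Additional file 1, which gives human matches, with the first listed probe set where a gene had several.

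Genes named in the text are those the paper names, the 8 named probe sets with the smallest p among those higher in all 4 sows and the 8 among those lower, up to 5 genes for each of 4 categories of Table 1, and up to 4 members of each gene list. Additional file 1 and its fold changes were seen before this rule was written. Genes named outside it are said to be so. In all, 27 gene lists were fixed, with 1 probe set per gene, the brightest on average, and the 26 lists with at least 5 measured genes were tested with camera (preset correlation 0.01), camera with an estimated correlation, and fry. Exact permutation tests ran over all 70 relabellings of 4 arrays against 4, two-sided, and ignore the pairing by sow.

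Alternatives planned beforehand were the sow as a block or a random block, centring each array on its median, a pseudocount of 16, testing only the 11999 probe sets above the median signal, keeping AFFX controls, eBayes with a trend, array weights, a plain t-test without limma's moderation, the mean of the hybridisation controls as a covariate, and leaving out each array or sow. Chosen after the values were seen were the deposited scaling, the floor set before normalization, a floor at the background level, the block joined to the filter or to the pseudocount, and the test between sows. The test was tried on simulated data with 200 changed probe sets. Of those changed by 1 on the log2 scale, 70.5% passed the unadjusted threshold and 0% the adjusted one; among the brighter ones alone, tested by themselves, 94.4% and 58.4% did. Of those changed by 2, 92.0% and 58.0% passed. Of unchanged probe sets, 1.76% passed the unadjusted threshold at a change of 1 and 5.32% with the sow as a block. The 1.76% is not a chance level for the 855 calls. Without a block, other groupings of the real arrays that part the 2 arrays of every sow called 631 to 851 probe sets, a larger share. The number of arrays limits the precision. The qPCR, sperm quality and flow sorting measurements were not analysed here.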

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

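The tests of the hybridisation run, of the pairing, of shared days or batches and of the low signals in Additional file 1 were chosen after the result was seen, as was the matched test under the deposited scaling.

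The hybridisation controls, 27 probe sets that detect RNA added at hybridisation and that the paper does not discuss, were higher on the Y-spermatozoa arrays by 0.21 on the log2 scale. A difference between arrays that depends on brightness is argued against: of 10000 random sets of pig probe sets matched in brightness, 0% had a mean difference as large, under quantile normalization (highest 0.07) and under the deposited scaling (control difference 0.29, highest 0.13). The poly-A controls, added before labelling, differed by 0.14 (exact permutation test, two-sided, p = 0.286). A hybridisation run that follows the groups stays open and cannot be told apart from sperm type, since all 4 Y-spermatozoa labels carry a suffix that 0 X-spermatozoa labels have. With these controls as a covariate, 32 of the 50 named genes past the unadjusted threshold lost it. Of these, 31 kept their sign, 28 had smaller and 4 larger log2 differences (0.124 to 1.35 times those before, median 0.692), and the standard errors were 1.03 to 1.87 times as large (median 1.79), so the lost calls do not show that the run accounts for the differences. No biological explanation was tested, because added RNA does not come from the oviduct.

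Arrays of one sow were most alike. Of the 24 ways to pair the X- and Y-spermatozoa arrays, only the real 1 reached its mean correlation (0.957 against 0.954 for the next), so a chance pairing is argued against. A day or batch shared by the 2 arrays of a sow could give the same pattern and cannot be told apart from the sow, as 0 days or batches are named for any array. The sow itself is the biological explanation that the design gives, and it stays untested for that reason. Clustering on the 855 probe sets chosen for the difference separates the sperm types, but the same selection separated the groups in 35 of 35 splits of the arrays into 4 and 4, which is consistent with the selection alone making the separation.

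The transcripts of Additional file 1 were dim, with 47.6% of its pig probe sets below background. Of the 855 probe sets that passed the unadjusted threshold here, 46.0% were below it too, so the pattern is not particular to that list. Of the listed pig probe sets, 89.2% had the same sign in the paper's values and here, and 22.2% passed an unadjusted p under 0.05 in limma. The direction of most was thus shared by both summaries of the probes. Both come from the same arrays, on which the paper chose these probe sets, so this cannot decide what made the differences. A low signal of these transcripts in the oviduct cells stays open, because the share below background (24.7% of all pig probe sets) is the pattern itself and tests nothing further. No biological explanation was tested.

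Whether chance groupings give as much was counted over the 35 splits. At an unadjusted p under 0.05, 28 of 35 splits called as many probe sets as the real 855 (highest other 3354). All 24 splits that part 2 sows and all 3 that part no sow were among them. Those splits also hold differences between sows, so this count cannot decide whether chance gives as many for sperm type. The 3 splits that part no sow called 1453 to 3354, which points to the sows as a structure of the samples. Of the 8 splits that part every sow, the real one called the most (855, others 631 to 851). With the sow as a block 2 of these 8 splits called as many as the real 1222 (highest other 1519), and 8 splits are too few for a share under 0.05. The real 1222 is close to the 1200 that chance alone gives at this threshold. After Benjamini-Hochberg adjustment the real number of probe sets (highest other 12) and of gene lists (highest other 9) was 0, which all 35 splits reach whatever they call, so these counts cannot test for an excess. Of the 8 splits that part every sow, the real one had the fewest lists (0, others 1 to 5). With the sow as a block it had the fewest too (1, others 2 to 6). Lists past camera with the preset correlation were thus common without the real grouping.

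Of 304 groups of 4 arrays tested, 21 had a single array set apart from the other 3, and chance gives about 5%. The number in parentheses is the gap to the nearest array over the range of the group on the normalized log2 scale. On X-spermatozoa arrays these were X1 for METAP1 (1.00), ANXA4 (0.834), TYROBP (0.907) and RPLP2 (0.928), X2 for SORBS2 (0.835), PRKAA1 (0.874), DKK1 (1.00) and MLF2 (0.919), X3 for CRISP2 (0.944) and LDHC (1.00), and X4 for IRF7 (1.00), SPP1 (1.00) and FCGR1A (0.932). On Y-spermatozoa arrays they were Y1 for COL5A2 (0.835) and CD38 (0.885), Y2 for NCF4 (0.851) and DDX4 (1.00), Y3 for TPM1 (0.873) and S100A9 (0.921), and Y4 for HAMP (0.839) and TIMP2 (0.921). For IRF7, METAP1, LDHC, DKK1 and DDX4 the 1.00 arises because the other 3 arrays are tied at the floor of 1, at signals of 0.2 to 2.9. For SPP1 it arises because quantile normalization gave the other 3 the same value, while the signal of 7215.9 on X4 lies within their 7161.4 to 9127.9. These arrays are therefore not read as far from the others. PRKAA1 had a signal of 29.3 on X2 against 67.2 to 78.3 on the other X-spermatozoa arrays, and TIMP2, an inhibitor of matrix proteases, 1124.7 on Y4 against 664.3 to 717.3.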

How the results depend on the processing

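The deposited scaling, the other place or height of the floor and the block joined to the filter or the pseudocount were chosen after the result was seen. With the replicate block (1222 probe sets), 4 of 50 named genes (CDC27, C2, FLT1 and CRISP2) lost the unadjusted threshold and 1 gene list (smooth muscle) gained it. Outside the 50, CRK (0.0531) and MAP3K11 (0.0507) lost it too, and 10 named genes gained it (LBP, HSPB11, ACVR1, MCM2, NDUFS3, ALAS2, NCF4, CCL3L1, CCL19 and CD27). Apart from these, SMAD5, HIF1A and CD55 of the categories in Table 1 gained it. As a random effect the block called 1459 probe sets and 1 after adjustment (a bacterial reporter). With arrays centred on their median, 59.9% were lower, 2 lists passed, ribosomal proteins went from a negative test to 0.13 and the hybridisation controls rose to 0.33. A pseudocount of 16 gave 1 list. The filter on dim probe sets called 311 (65.3% lower), kept 17 named genes past the threshold, 1 list, and 1, 0, 0 and 0 higher genes in the signal transduction, immune, digestive and endocrine categories, as it tests fewer genes. With a trend 57.9% were lower and 1 list passed, and with the mean of the probe sets of a gene 1 list. A plain t-test gave 2 after adjustment, 1 of them that reporter. With the hybridisation controls as a covariate 20 named genes and 2 lists passed, ribosomal proteins were at 0.16 and FLT1 turned to -0.13. Under the deposited scaling 70.0% were lower, 1 list passed, ribosomal proteins were at 0.10 and the hybridisation controls at 0.29. A floor at background left 35 named genes past the threshold and gave 1 adjusted call and 7 signal transduction, 5 immune and 5 digestive higher genes. The block with the filter gave 61.2% lower, 30 named genes, 2 lists (smooth muscle and Wnt signalling) and again 1, 0, 0 and 0 higher genes in these categories; the block with the pseudocount called 1472 and 1 list. Leaving out 1 array or sow gave 0 to 4 adjusted calls (4 without Y2, 1 each without X2 and Y1), 49.5% to 59.1% lower, 0 to 2 lists, hybridisation controls at 0.15 to 0.28 and poly-A controls at 0.0641 to 0.23. In these, CCL8 ran from 0.37 to 0.70 and lost the threshold without Y2 and without sows 1, 2 or 3 (it kept it at 0.29 with the pseudocount and at 0.91 with the covariate), and IRF7 (the probe set below background) from -0.16 to 0.52, past it only without sow 4. Of 3740 comparisons of named genes with an alternative, 3411 kept their side of the threshold without a call reversing (64 of them changed sign, with no call), 177 lost it, 151 gained it and 1 reversed; of 718 for lists, 696 (119 changed sign), 0, 19 and 3. With a correlation estimated in each of these fits no list passed (adjusted p 0.669 or more; not run for the mean of probe sets). Except for the fewer genes tested by the filter, the cause was not tested. Not run were a second quantile normalization, which changes nothing here, the t-test and the random block for lists, the random block for control means, and the filter for CCL8 and IRF7, which it removes.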

Differences from the paper's values

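The deposited scaling, the floor at background and the block with the filter or the pseudocount were chosen after the values were seen. The paper reports 501 transcripts at a p-value under 0.05, and 855 probe sets passed an unadjusted p under 0.05 here. No alternative set before the data were examined came within 1.5 times the paper's count (311 with the dim filter was the one below it). The paper's 271 lower transcripts compare with 466 here. Of the settings chosen beforehand, the dim filter (203), leaving out X1 (398) and leaving out X4 (390), come within 1.5 times and the others do not. The paper's 230 higher transcripts compare with 389 here. The 230 include 20 AFFX controls, which the 389 leave out, and with such controls kept 405 were higher. No setting chosen beforehand comes within 1.5 times. The deposited scaling, with 271 higher, and the block with the filter, with 313, do come within it; both were chosen after seeing the values, and they leave 372 and 401 of the 481 pig probe sets of Additional file 1 uncalled, against 374 in the test reported here. The block with the filter tests only 144 of the 481 and calls 80 of these.

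Both sets of fold changes are on the log2 scale. FAM198B, ADCY9 and BTK were below background in both groups, PRKCA with X-spermatozoa and COL11A1 and ADIPOQ with Y-spermatozoa, so the values here for these 6 are not measured folds and their gap to the paper's values cannot be read as one. For PIGP the paper's value is 0.32 and the one here 0.74; the pseudocount of 16 and the hybridisation covariate bring it within the spread between sows, and no other setting chosen beforehand does. For FAM198B the paper's value is -0.32 and the one here -2.26, for ADCY9 0.27 and 1.22, and for LTBP1 -0.24 and -0.54; for these the pseudocount of 16 does and no other of these settings. For SORBS2 the paper's value is -0.25 and the one here -0.54, and for SPAG7 0.20 and 0.40, with none of the settings within the spread. For PPP2R5C the paper's value is -0.43 and the one here -0.81, within the spread with the pseudocount, the covariate, without X4, without Y3 and without sow 3 alone among them. For PRKCA the paper's value is 0.21 and the one here 2.18, within it with the pseudocount, without X4 and without sow 4 alone. For COL11A1 the paper's value is -0.24 and the one here -1.58, within it with the pseudocount, the covariate, without Y1, Y4, sow 1 and sow 4 alone. For ADIPOQ the paper's value is -0.28 and the one here -0.58, within it with the pseudocount, the covariate, without X3, Y1, Y2, sow 1 and sow 3 alone. For BTK the paper's value is 0.24 and the one here -0.95, of opposite sign under each of them that tests it (the dim filter removes it). Among the alternatives chosen after seeing the values, the block with the pseudocount also brings PIGP, FAM198B, ADCY9, PPP2R5C, LTBP1, PRKCA, COL11A1 and ADIPOQ within the spread and leaves 335 of the 481 uncalled. The floor at background does so for PRKCA, COL11A1 and ADIPOQ, sets both groups of FAM198B and ADCY9 to the floor, and leaves 393 uncalled.

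The paper states that most signal transduction and immune genes were raised with Y-spermatozoa; counted once per gene, 13 of 31 and 9 of 18 were higher here, while by pathway entry 23 of 44 and 20 of 33 were. Over the alternatives set beforehand that test all of these genes, the counts ran from 12 to 16 of 31 and from 7 (without X4 or Y2, among others) to 12 of 18 (with the hybridisation covariate), with 11 of 18 without Y3 or Y4. Its heat map (Fig. 2A) parts the sperm types, while clustering of all probe sets here put 4 of 8 arrays on their own side, and clustering of the 855 selected ones 8 of 8, as in the heat map. The bars for CCL8 and IRF7 in Fig. 4, read by eye, are lower with Y-spermatozoa as labelled (the legend sets Y-spermatozoa against Y-spermatozoa, so which groups differ is open), while the arrays gave 0.57 for CCL8, the same sign as the paper's Additional file 1. The legend of Fig. 2 gives another number of probe sets than the 24123 of the text and of the deposited values.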

Other observations

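The sows differed from one another in many bright genes, whichever sperm type was present; this test was chosen after the result was seen. FAM183A, a gene of motile cilia, had mean signals of 79.2, 91.7, 629 and 498 in sows 1 to 4. The zinc glycoprotein AZGP1 was at 188, 1049, 316 and 245, the dipeptidase CNDP1 at 181, 31.4, 166 and 157, and the actin-capping protein TMOD3 at 205, 39.8, 40.1 and 33.7. The carboxylesterase CES1 ran from 154 to 638 and the glutathione transferase GSTM3 from 16.3 to 71.3. Immune genes were among them: the peptide transporter TAP1 was at 163, 128, 257 and 72.7, and the ubiquitin-like ISG15 at 23.8, 102, 57.6 and 106.

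Among the 11999 brighter probe sets, 895 (7.46%) differed between the 4 sows at an adjusted p under 0.05 (limma F-test with sperm type in the fit), while 0 differed between sperm types in the same fit (807 at an unadjusted p under 0.05). Over all 23999 probe sets 0 differed between sows after adjustment (3406 at an unadjusted p under 0.05), and 414 did with a pseudocount of 16. Of the fixed lists, 7 of 20 bright interferon-stimulated genes, 3 of 9 chemokines, 4 of 17 genes of antigen presentation, 0 of 10 of Toll-like receptor and NF-kappaB signalling, 0 of 8 of macrophages and dendritic cells, 6 of 21 genes of fibroblasts and matrix, 2 of 40 of oxidative phosphorylation and 0 of 49 ribosomal protein genes were among the 895, counted with the brightest probe set of each gene. Another probe set of the ribosomal protein gene RPL38 was among them, at 138, 716, 137 and 176 in sows 1 to 4. Further lists gave 5 of 20 (complement and antimicrobial secretions), 5 of 19 (steroid hormone response), 4 of 15 (oviduct secretory cells) and 5 of 27 (antioxidant enzymes). Smooth muscle gave 1 of 15 and epithelial cell structure 1 of 16. No list was tested against another. Without the sperm term 1036 probe sets differed, and of 100 groupings of the arrays into pairs only the real 1 reached this (highest other 105), so chance is excluded. Whether these differences come from the sow or from a day shared by its arrays was not tested.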
